# Circulating miRNome of *Trachemysscripta* after elective gonadectomy under general anesthesia

**DOI:** 10.1038/s41598-021-94113-8

**Published:** 2021-07-19

**Authors:** Edoardo Bardi, Stefano Brizzola, Giuliano Ravasio, Stefano Romussi, Paola Dall’Ara, Valentina Zamarian, Maddalena Arigoni, Raffaele Adolfo Calogero, Cristina Lecchi

**Keywords:** Molecular biology, Non-coding RNAs, Biomarkers

## Abstract

Post-surgical management is an important issue in veterinary medicine, requiring biomarkers with high sensitivity and specificity for timely and effective treatment. Emerging evidence suggests that miRNAs are promising stress- and pain-related markers. The aims were to profile the circulating miRNA signature in plasma of turtles (*Trachemys* *scripta*) and point out potential candidate biomarkers to assess the status of the animal. The plasma of female turtles underwent surgical gonadectomy were collected 24 h pre-surgery, and 2.5 h and 36 h post-surgery. The expression of miRNAs was profiled by Next Generation Sequencing and the dysregulated miRNAs were validated using RT-qPCR. The diagnostic value of miRNAs was calculated by ROC curves. The results showed that 14 miRNAs were differentially expressed over time. RT-qPCR validation highlighted that 2-miR-499-3p and miR-203-5p-out of 8 miRNAs tested were effectively modulated. The Area Under the Curve (AUC) of miR-203-5p was fair (AUC 0.7934) in discriminating pre- and 36 h post-surgery samples and poor for other time points; the AUC of miR-499-3p was excellent (AUC 0.944) in discriminating pre-surgery and 2.5 h post-surgery samples, and fair in discriminating pre-surgery and 36 h post-surgery (AUC 0.7292) and 2.5 h and 36 h post-surgery (AUC 0.7569) samples. In conclusion, we demonstrated for the first time that miRNAs profile changes in plasma of turtles underwent surgical oophorectomy and identified miR-203-5p and miR-499-3p as potential candidate biomarkers to assess animals' status. Further studies are necessary to confirm their diagnostic value and to investigate functional and mechanistic networks to improve our understanding of the biological processes.

## Introduction

MiRNAs are short, non-coding RNA, widely conserved across species, exerting often similar functions in the different animal lineages^1,2^. MiRNAs are epigenetic modulators able to interfere with gene expression by binding with full or partial complementarity to targeted mRNA, leading to either its inhibition of translation or degradation^1^, without inducing any change to the genome. Painful events promote several molecular swings, including the modulation of miRNA expression, which in turn can silence the expression of pro‐ or anti-nociceptive genes; the ability of miRNAs to affect neuronal plasticity and thus to play a pivotal role in pain is reported in several animal models of inflammatory and neuropathic pains and is associated with hyperalgesia and allodynia^3,4^. Pain management is a highly important issue in veterinary medicine, not only for ethical reasons related to animal welfare but also to ensure proper clinical procedures. Nevertheless, animals exhibit complex behavioral and physiological responses to pain, which are ameliorated by analgesics^5^. Pain assessment is challenging in animals and, although several guides based on physical and biological alterations in dogs and cats^6^, horses^7^, and pig^8^ have been developed, the ability of animals to experience pain remains controversial^9^. Pain recognition and treatment in chelonians brings additional challenges: although reptiles have been proved to possess all anatomical and physiological structures necessary to perceive and elaborate nociceptive pain, and to display painful behaviours^10–13^, pain diagnosis and assessment of the efficacy of most analgesic drugs is still rudimentary^10,13–15^. Behavioral changes include reduced mobility and depression, reduced or increased aggression, reduced food intake, increased respiratory rate, unwillingness to swim in aquatic animals. Such changes are not specifically pain-related and can be altered by a wide range of conditions depending on the species, environmental conditions, concurrent diseases, pathophysiological status, and administered therapies^10,12,13^. For these reasons, and unlike in mammalian practice, behavioral ethograms are not completely reliable and are seldom used to assess the status of reptiles in clinical practice, so that clinicians most often provide analgesia extrapolating from other species both the anticipated level of stress and pain and the expected efficacy of analgesic drugs^12^. Thus, identifying objective parameters to quantify the level of pain in turtles is an important step on the path to better understanding and properly treating these animals.

## Materials and methods

### Ethical statement

All applicable international, national, and/or institutional guidelines for the care and use of animals were followed. Samples were collected during pre-surgical clinical evaluation, with written informed consent from the owners. The protocol for care, handling, and sampling of animals defined in the present study was reviewed and approved by the Università degli Studi di Milano Animal Care and Use Committee (protocol no. 107/18). The authors complied with the ARRIVE guidelines (https://arriveguidelines.org/).

### Subjects and sample collection

Fourteen clinically healthy sexually mature female turtles (*Trachemys* *scripta*, age between 10 and 35 years, mean body weight 1423 ± 423 g) were presented for elective surgical gonadectomy for population control in June, July and August 2018 and 2019. Consequently, no animals underwent surgery or were directly used to record data for this study. All the patients were hospitalized one week before surgery and individually housed outdoor; food was withheld 48 h before surgery^16^. Anesthesia was induced by intramuscular (IM) administration of dexmedetomidine (Dexdomitor, Vetoquinol Italia S.r.l., Bertinoro, Italy) 100 µg/kg, ketamine (Nimatek, Dechra Pharmaceuticals PLC, Bladel, Netherland) 3 mg/kg, midazolam (Midazolam IBI, Giovanni Lorenzini S.p.A, Aprilia, Italy) 0.5 mg/kg and alfaxalone (Alfaxan, Jurox (UK) Limited, Malvern, UK) 8.5 mg/kg; animals were intubated with a 1.5–2.0 mm Cole’s endotracheal tube and intermittent positive-pressure ventilation was manually provided (2 breaths per minute) administering 100% O_2_ without inhalant anesthetics; such protocol was selected as part of a separate study. Monitored physiological and clinical parameters during general anesthesia were palpebral and corneal reflexes, limb withdrawal latency, cloacal temperature, and heart rate via ECG^13^. Oophorectomy was achieved by endoscope-assisted prefemoral coeliotomy as previously described^17^. Dexmedetomidine and midazolam were reversed respectively with atipamezole (Antisedan, Vetoquinol Italia S.r.l., Bertinoro, Italy) 1 mg/kg and flumazenil (Flumazenil, B. Braun Melsungen AG, Melsungen, Germany) 0.05 mg/kg administered half intravenously in the cervical sinus and half IM in the pectoral muscle 20 min after the end of the procedure. After surgery, every animal was kept hospitalized for one week in order to monitor for post-surgical complications.

Blood samples were collected at three time points (24 h pre- and 2.5 h and 36 h post-surgery) from the cervical sinus into Monovette EDTA tubes (Sarstedt Company, Nümbrecht, Germany) and centrifuged at 800 × *g* for 15 min. Plasma was stored at − 80 °C until RNA extraction. Pre-operative hematological analyses were performed for each animal as previously suggested^18,19^. The sequencing analysis was performed on the plasma of 8 patients at three time points, while the validation step by qPCR was performed on the 8 sequenced samples and on a separate independent set of 6 samples at three time points.

### miRNA extraction using two commercial kits

To identify the best kit to isolate microRNAs from turtle plasma, a comparison of two commercial kits for microRNA extraction was performed. Small RNAs were extracted using miRNeasy Serum/Plasma kit (Qiagen, Cat. No 217184) and microRNA Concentrator kit (A&A Biotechnology, Cat. No 035-25). Only plasma collected at 2.5 h post-surgery has been included in this analysis. Plasma was thawed on ice and centrifuges at 3000 × *g* for 5 min at 4 °C. An aliquot of 100 µL per sample was transferred in a new tube and smallRNA was extracted using the two kits, in accordance with the manufacturer’s instruction. The *Caenorhabditis* *elegans* miRNA cel-miR-39 (25 fmol final concentration) (Qiagen, Cat. No 219610) was used as synthetic spike-in control. To compare the performance of the kits, the spike-in cel-miR-39 was quantified by RT-qPCR as explained below, and the Cq values were compared. After NGS, the analysis was carried out on the same samples targeting DE-miRNAs, to confirm the results.

### Next generation sequencing (NGS)

The RNA quality and quantity were verified according to MIQE guidelines^20^. The RNA concentration was quantified by Qubit^®^ 2.0 Fluorometer with Qubit^®^ microRNA Assay Kit (Invitrogen, Cat. No. Q32880). An NGS was performed on the plasma of 8 patients at three time points. Small RNA transcripts were converted into barcoded cDNA libraries. Library preparation was performed as previously reported^21^ using the NEBNext Multiplex small RNA Library Prep Set (Cat No NEB#E7560) for Illumina and run on the NextSeq500 (Illumina Inc., USA).

### Computational analysis

The output of NextSeq500 Illumina sequencer was demultiplexed using bcl2fastq Illumina software embedded in docker4seq package^22^ (https://github.com/kendomaniac/docker4seq). miRNA expression quantification was performed using the workflow previously described^21^ (https://github.com/kendomaniac/docker4seq). In brief, fastq files were quality checked (QC) using FastQC software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads shorter than 14 nt were discarded. The QC-passed reads were clipped from the adapter sequences using Cutadapt^23^, by imposing a maximum error rate in terms of mismatches, insertions, and deletions equal to 0.15. Since *Trachemys* *scripta* miRNA sequences are not available in a public repository, sequences were mapped to *all* *saurians* (aca, cpi, ami, oha) precursors miRNAs available in miRBase 22.0 (http://www.mirbase.org/) based on phylogeny^24^. The alignment was performed using BWA^25^ algorithm v. 0.7.12 with the default settings. Annotation and quantification of miRNAs were done as described^26^. The detected counts were organized in a table including all analysed samples. For visualization purposes, only CPM (counts per million reads) were used. Differential expression analysis was evaluated using DESeq2 Bioconductor package^27^ implemented in docker4seq package (https://github.com/kendomaniac/docker4seq). Differential expression analysis was done using the above-mentioned counts' table comparing different time points using as threshold an adjusted *P-*value ≤ 0.1 and an absolute log2 Fold Change (log2FC) ≥ 1. In case a miRNA was detected in *Chrysemys* *picta* (cpi) and in other saurian only the *Chrysemys* *picta* was reported.

### miRNA quantification by qPCR

Reverse transcription was performed using TaqMan Advanced miRNA cDNA Synthesis Kit (Cat. No A28007, Applied Biosystems), following the manufacturer’s instruction.

To validate NGS results, qPCR was performed following the MIQE guidelines^20^. Target DE-miRNAs, included miR-187-5p, miR-143-5p, miR-92b-5p, miR-218-2-3p, miR-203-5p, miR-138-1-3p, miR-196-2-3p, miR-499-3p, were custom designed by ThermoFisher Scientific service. The assay ID of cel-miR-39 probe was 478293_mir.

The quantitative reaction was performed in a scale down-reaction volume (15 µl) on CFX Connect Real-Time PCR Detection System (Biorad) using 7.5 µl of 2X TaqMan Fast Advanced Master Mix (Cat. No 4444557), 0.75 µl of miRNA specific TaqMan Advance assay (20×), 1 µl of cDNA and water to reach the volume. The thermal profile was 50 °C for 2 min, 95 °C for 3 min and 40 cycles of 95 °C for 15 s and 60 °C for 40 s. No-RT controls and no- template controls were performed. Data were normalized relative to the cel-miR-39 expression on Bio-Rad CFX Maestro™ Software 1.0 using the 2^−ΔΔCq^ method.

### Statistical analysis

Statistical analysis was performed using XLStat software for Windows (2014; Addinsoft, New York, USA).

Data were tested for normality using the Shapiro–Wilk test; as the data were not normally distributed, the nonparametric Wilcoxon signed-rank test for paired samples was applied. Statistical significance was accepted at *P*-value ≤ 0.05. Receiver Operating Characteristic (ROC) analysis was performed to determine the diagnostic accuracy of target that statistically differed between groups. The diagnostic value was calculated for that miRNA that showed a significant differential expression in the blood of turtles, namely miR-499-3p and miR-203-5p. The ROC analysis was carried out by plotting the true positive (sensitivity) versus the false positive (1-specificity).

## Results

Physiological and clinical parameters remained stable throughout the procedure for all patients. All the animals returned to normal levels of activity and spontaneous feeding within 12 h after surgery, and no post-surgical complication occurred during the 1-week follow-up period.

### A&A Biotechnology kit was selected to extract miRNAs from turtle plasma

To assess the success of miRNA extraction using the two kits, cel-miR-39 was quantified by RT-qPCR on samples collected at 2.5 h post-surgery, as a preliminary step before NGS. At the end of the study, the good performance of the selected kit was confirmed comparing the Cq values of DE-miRNAs at 2.5 h post-surgery starting from the same extracts. Overall, the kit by A&A Biotechnology was the best with the lower Cq values across the 5 miRNAs (*P* < 0.031) (Supplementary Fig. 1). In detail, the differences of Cq values between Qiagen and A&A Biotechnology kits were 7.33, 6.72, 4.36, 8.66 and 2.84 for cel-miR-39, miR-499-3p, miR-203-5p, miR-92b-5p and miR-138-1-3p, respectively. Based on the results on cel-miR-39 the kit by A&A Biotechnology was selected.

### Determination of miRNAs profile and identification of DE-miRNAs

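Plasma of 8 female pond sliders was sequenced at 3 time points, 24 h before gonadectomy (T0), 2.5 h after it (T1) and 36 h after it (T2), which gave 8 libraries per time point. The authors deposited the number of reads they counted on each mature miRNA entry, without normalization, in a table of 3988 rows. Each of the 1994 entries stands in 2 rows with the same counts. An entry has a prefix for the species whose miRBase precursor the reads were mapped to, which is aca for Anolis carolinensis, cpi for Chrysemys picta, ami for Alligator mississippiensis, oha for Ophiophagus hannah and, on 8 entries, mml for rhesus macaque. The entries carry 902 mature miRNA names, and 483 of these names occur under more than 1 species. A read can be counted under several species, and over all libraries the table held 3.95 counts for each count on a cpi entry. Total counts per library, as deposited, ranged from 324570 to 2463904 at T0 with a median of 1024620, from 265044 to 1775162 at T1 with a median of 992758, and from 45296 to 4085848 at T2 with a median of 836389. Counted once and on cpi entries alone, the medians were 128365.5 at T0, 125343 at T1 and 106218 at T2. The labels of the libraries do not name the turtle, so libraries were not paired by turtle.

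**Figure D1:**
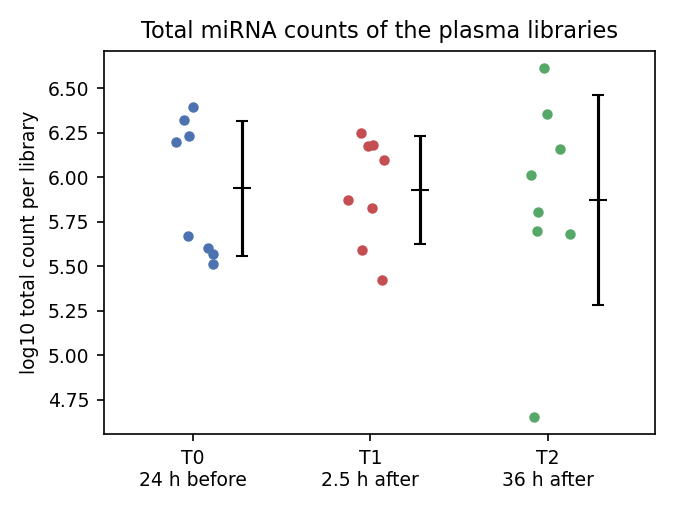
Total miRNA counts per library, as log10 of the total over all rows of the deposited table, by time point. Each point is 1 library (n = 8 per time point), and the line and bars are the mean and SD. The lowest library, at T2, had 45296 counts.

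For the comparisons, the counts were normalized by edgeR's TMM method and tested with its quasi-likelihood test, with all 3 time points in one model and Benjamini-Hochberg adjustment. The filter on low counts kept 690 entries, in 1380 rows. CPM of entries are over the total of these rows, repeated entries included, scaled by TMM. The distances between libraries instead use CPM over the total of all rows, without TMM. A miRNA was taken as differentially expressed at the limits of the paper, an adjusted p of at most 0.1 and an absolute log2 fold change of at least 1. Calls were counted as distinct miRNA names. The arm names 5p and 3p are those of the deposited table, where 66 entries, all of them let-7, carry a miRBase mark. Of the let-7 hairpins, 21 of 21 with the mark on both arms had more counts on 5p, and 12 of 12 without it had more on 3p. None of the miRNAs of Table 1 carries the mark.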

To characterize miRNA expression profiles of turtle plasma, a small RNA-seq was carried out on RNA extracted from twenty-four (eight patients at three time points) samples. After RNA extraction, small RNAs were size-selected on gel and sequenced on the NextSeq500 sequencer (Illumina). Primary data are deposited on GEO database (GSE175466). 

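The counts deposited for a library come from those of its reads that were assigned to miRNA entries, and a read can be counted more than once. Supplementary Table 1 gives the reads that passed quality control, with medians, by the paper's values, of 6701310 at T0, 3607472.5 at T1 and 7720811.5 at T2. The total miRNA count per library did not differ between time points beyond the spread between libraries. On the log10 scale the mean was 5.94 ± 0.380 (SD, n = 8) at T0, 5.93 ± 0.302 at T1 and 5.87 ± 0.589 at T2. Two-sided exact permutation tests gave p = 0.948 for T1 against T0, 0.809 for T2 against T0 and 0.834 for T2 against T1. The median number of entries with at least 1 count was 1271.5 at T0, 1204.5 at T1 and 1172.5 at T2. The lowest number was 699, in T2 replicate t39, the library with the lowest total.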

A number of reads per sample, varying from 182,606 to 26,665,830, was obtained (Supplementary Table 1). Counts table was used to detect differentially expressed (DE)-miRNAs via DESeq2 analysis^27^. Furthermore, the differential expression analysis with DESeq2, performed on 3988 saura (*Anolis carolinensis, Chrysemys picta, Alligator mississippiensis, Ophiophagus hannah*) miRNAs, detected 14 differentially expressed miRNAs (|log_2_FC|≥ 1, FDR ≤ 0.1). 

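In the comparison of T1 with T0, 2 miRNAs passed both limits by edgeR's quasi-likelihood test, both of them higher at T1. They were miR-203-5p, through its aca, oha and ami entries, and miR-92b-5p, through its cpi entry. These calls are 4 entries, or 8 rows of the deposited table. The entries of miR-203-5p count largely the same reads, so they are not independent in the adjustment. With counts summed over species, edgeR called 0 miRNAs for T1 against T0. In the comparison of T2 with T0, edgeR called 0 miRNAs and the smallest adjusted p was 0.199. At an unadjusted p of at most 0.05 and the same fold change limit, edgeR gave 11 miRNAs for T1 against T0, 10 of them higher at T1, and 21 for T2 against T0, 7 of them higher at T2. DESeq2, the tool of the paper, was run with all 3 time points in one fit and no filter on low counts before it. Its own filtering of low counts at the adjustment stayed on. That step left cpi-mir-29a-1-3p without an adjusted p at T1, while the same entry had one at T2. At the adjusted limits this fit called 5 miRNAs for T1 against T0. They were miR-92b-5p, miR-143-5p, miR-145-3p, miR-203-5p and miR-499-3p, all higher at T1. The same fit called 1 for T2 against T0, miR-92b-5p. At the unadjusted p, DESeq2 gave 43 miRNAs in each of the 2 comparisons. Taking the unadjusted p moved the counts more than any other alternative. With each library left out in turn, edgeR called between 0 and 3 miRNAs for T1 against T0. The count was 0 without T0 replicate t31, t34, t37, t43 or t46, without T1 replicate t32, t38, t41 or t47, and without T2 replicate t33. It was 1 without T1 replicate t53, and 3 without T0 replicate t49, which added miR-143-5p. The count for T2 against T0 was 1 without T1 replicate t32 and 0 otherwise. From its DESeq2 analysis at these limits the paper takes a set of differentially expressed miRNAs, some of which it then measured by RT-qPCR, and from both it concludes that the level of circulating miRNAs changes in turtles that underwent surgery.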

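miR-138-1-3p has no cpi entry in the deposited table. Its aca entry, the one of its entries that passed the filter on low counts, had 19.3 ± 12.3 CPM (SD, n = 8) at T0, 26.8 ± 36.0 at T1 and 5.06 ± 5.09 at T2. The log2 fold change of T2 against T0 was -1.82 (standard error 0.87), and the difference did not pass the limit by edgeR (adjusted p = 0.579). All 8 libraries at T2 were below the median of T0. At T1 the log2 fold change against T0 was 0.45 (standard error 0.80, adjusted p = 0.937 by edgeR), and T1 replicate t44 had the highest value, 98.5 CPM. Without it the log2 fold change at T1 was -0.27. By medians the level was lower at T1, with 7.64 CPM against 16.0 at T0, and 5 of 8 T1 libraries were below the median of T0. The ami and oha entries had 17 and 12 counts over all T2 libraries. In the edgeR fit with no filter, the log2 fold change of T2 against T0 was -0.90 for ami-mir-138-1-3p, and -0.30 without T0 replicate t31. For oha-mir-138-1-3p it was -0.51, with -0.16 without T0 replicate t37 and -0.87 without T2 replicate t42. The mean of that entry was higher at T2, with 3.59 CPM against 3.04 at T0, and its median lower, with 0.75 against 2.84. At T2, 4 of 8 libraries were below the median of T0 for the ami entry and 5 of 8 for the oha entry. The other 13 miRNAs of Table 1 had positive log2 fold changes in each comparison for which the table lists them, between 0.99 and 2.58.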

Thirteen DE-miRNAs were up-regulated after surgery, while only one, miR-138-1-3p, was down-regulated. 

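At 2.5 h post-surgery, cpi-mir-203-5p had 23.9 ± 13.1 CPM (SD, n = 8), against 7.75 ± 8.70 at T0. Its log2 fold change was 1.68 (standard error 0.54), which did not pass the limit by edgeR (adjusted p = 0.342) but passed by DESeq2 (adjusted p = 0.0948). The aca entry of the same miRNA, with 23.3 ± 12.2 CPM at T1 and 5.34 ± 3.68 at T0, had a log2 fold change of 2.06 (standard error 0.48) and passed it (adjusted p = 0.0652 by edgeR), as did the oha and ami entries. The entries differed most in T0 replicate t40, with 9 counts on the cpi entry and 3 on each of the other 3. Without that library the cpi entry also passed, with a log2 fold change of 2.16 and an adjusted p of 0.0750 by edgeR. All 8 T1 libraries were above the median of T0 for both the cpi and the aca entry. Counts were low, 64 over all T0 libraries on the cpi entry, and T0 replicate t52 had 0. cpi-mir-143-5p had 452 ± 259 CPM at T1 and 175 ± 106 at T0, a log2 fold change of 1.37 (standard error 0.41). It was above the median of T0 in 8 of 8 T1 libraries and passed the limit by DESeq2 (adjusted p = 0.0738) but not by edgeR (adjusted p = 0.211). The log2 fold changes of cpi-mir-187-5p, cpi-mir-218-2-3p, cpi-mir-92c-5p and cpi-mir-125b-1-5p were 1.35, 1.65, 1.63 and 0.99, with adjusted p between 0.517 and 0.729 by edgeR. For cpi-mir-92c-5p the value was 1.00 without T1 replicate t32, and for cpi-mir-125b-1-5p it was 1.62 without T0 replicate t40. aca-mir-5415-5p, aca-mir-5405-3p and cpi-mir-29a-1-3p did not pass the filter on low counts, and their values come from the fit with no filter. These were 1.99, 1.31 and 1.04, and without T1 replicate t44 they were 0.86, 0.65 and 0.00. Without T0 replicate t40 the value of aca-mir-5405-3p was 2.18, and without T0 replicate t46 that of cpi-mir-29a-1-3p was 1.98. cpi-mir-29a-1-3p had 6 counts over all T0 libraries and 7 over all T1 libraries, so that a difference was not detectable on that entry at this depth. With counts summed over species, the log2 fold change of miR-29a-1-3p was 4.62 (standard error 1.20) and did not pass the limit by edgeR (adjusted p = 0.213). Of the counts at T1 in that sum, 361 were on the aca entry in T1 replicate t41 alone.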

Nine out of fourteen were found differentially expressed between 2.5 h post-surgery and pre-surgery. Two out of fourteen were detected as differentially expressed between 36 h post-surgery and per-surgery. 

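cpi-mir-196-2-3p had 13 counts over the 8 libraries at T0 and 45 over those at T2, too few for the filter on low counts. Its level was 0.744 ± 0.998 CPM (SD, n = 8) at T0 and 12.3 ± 22.9 at T2, where T2 replicate t39 had 67.6 CPM. In the fit with no filter, the log2 fold change of T2 against T0 was 2.58, and it was 2.10 without that library. The smallest p-values of the tested entries for T2 against T0 were those of cpi-mir-92b-5p, ami-mir-1a-2-5p and cpi-mir-1a-1-5p. The log2 fold change of ami-mir-1a-2-5p was -4.74 (standard error 1.44, adjusted p = 0.295 by edgeR) and that of cpi-mir-1a-1-5p was -4.57 (standard error 1.41, the same adjusted p). Both rest largely on T0 replicate t49, with 5243 and 5079 CPM. Without it the values were -2.91 and -2.78. By medians the direction was the opposite, with 14.8 CPM at T0 and 33.5 at T2 for ami-mir-1a-2-5p, and 5 of 8 T2 libraries were above the median of T0.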

Three miRNAs were shared between 2.5 h post-surgery and 36 h post-surgery (Table 1; Fig. 1A,B).

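cpi-mir-92b-5p had 21.2 ± 7.10 CPM (SD, n = 8) at T0, 107 ± 132 at T1 and 102 ± 90.5 at T2. Its log2 fold change was 2.36 (standard error 0.56) at T1, past both limits by edgeR (adjusted p = 0.0652), with 8 of 8 libraries above the median of T0. At T2 it was 2.33 (standard error 0.56), with 7 of 8 libraries above that median, and did not pass by edgeR (adjusted p = 0.199), but passed by DESeq2 (adjusted p = 0.0246). The unadjusted p by edgeR was similar, 0.00025 at T1 and 0.00029 at T2. At T1 the aca and oha entries of miR-203-5p have p-values close to it, which lowers its adjusted p there. With counts summed over species, the adjusted p of miR-92b-5p by edgeR was 0.181 at T1 and 0.110 at T2. On cpi entries alone edgeR called it at both times. T1 replicate t32 had the highest value, 429.1 CPM, and without it the log2 fold change at T1 was 1.54. cpi-mir-145-3p had 60.1 ± 25.0 CPM at T0, 218 ± 212 at T1 and 239 ± 237 at T2, log2 fold changes of 1.87 at T1 (standard error 0.65, adjusted p = 0.342 by edgeR) and 2.02 at T2 (standard error 0.65, adjusted p = 0.295). It was above the median of T0 in 5 of 8 libraries at T1 and in 7 of 8 at T2, where T2 replicate t39 had 0 counts. cpi-mir-499-3p had 123.7 ± 121.8 CPM at T0, 484 ± 474 at T1 and 331 ± 157 at T2. Its log2 fold changes were 1.96 at T1 (standard error 0.67, adjusted p = 0.342 by edgeR) and 1.41 at T2 (standard error 0.66, adjusted p = 0.579), with 7 of 8 libraries above the median of T0 at each time. At T1, DESeq2 also called miR-145-3p and miR-499-3p (adjusted p = 0.0948 for both). Both comparisons use the same T0 libraries, which gives shared miRNAs even without any change. At the adjusted limits edgeR called 0 miRNAs in both comparisons and DESeq2 called 1, miR-92b-5p. At an unadjusted p of at most 0.05, edgeR gave 5 shared miRNAs, against a median of 4 over 99 random assignments of the 24 libraries to time points.

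**Figure D2:**
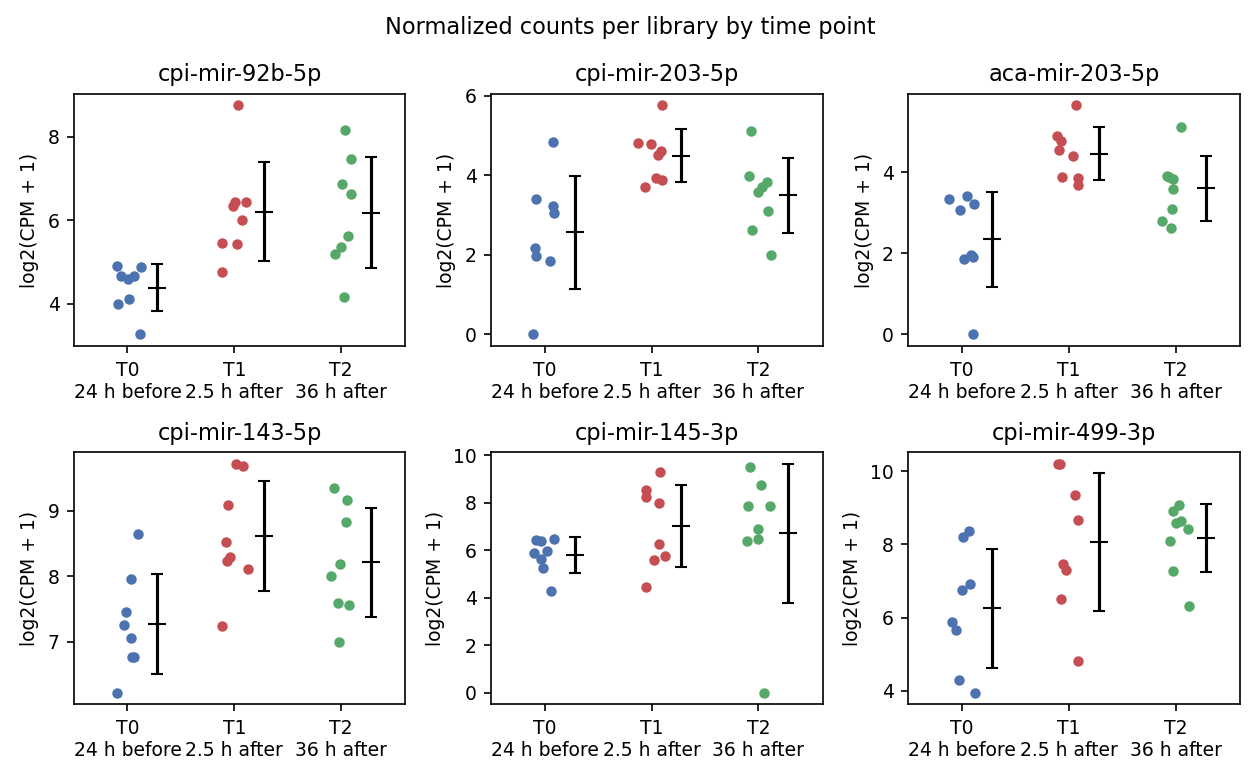
Normalized counts of 6 entries by time point, as log2(CPM + 1). Each point is 1 library (n = 8 per time point), and the line and bars are the mean and SD. For cpi-mir-92b-5p all 8 libraries at T1 lie above the median of T0, and for cpi-mir-145-3p 1 library at T2 has 0 counts.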

**Table 1:** Differentially expressed miRNAs. T0 = 24 h pre-surgery; T1 = 2.5 h post-surgery; T2 = 36 h post-surgery.

	Log_2_Fold Change	*P* value
**De-miRNAs T0 vs T1**		
mir-125b-1-5p	1.01	0.01918
mir-92c-5p	1.02	0.03052
mir-5415-5p	1.07	0.02528
mir-187-5p	1.12	0.00538
mir-5405-3p	1.15	0.01288
mir-143-5p	1.15	0.00082
mir-218-2-3p	1.24	0.00839
mir-29a-1-3p	1.27	0.01450
mir-203-5p	1.37	0.00232
**De-miRNAs T0 vs T2**		
mir-138-1-3p	-1.29	0.00149
mir-196–2-3p	1.04	0.01555
**De-miRNAs T1 and T2 vs T0**		
mir-145-3p	1.14	0.00194
mir-92b-5p	1.44	0.00036
mir-499-3p	1.36	0.00176

**Figure 1:**
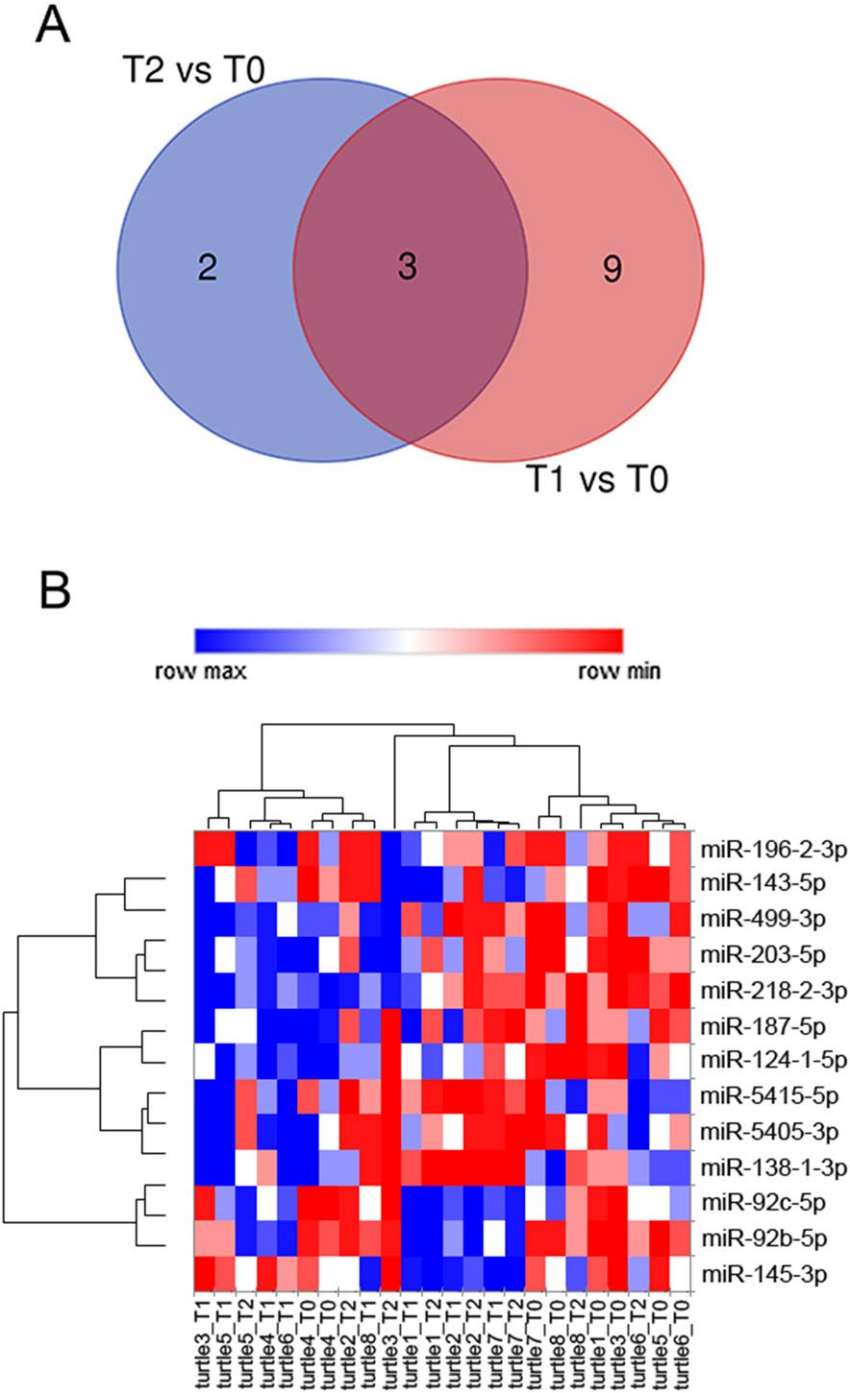
Identification of DE-miRNAs on plasma of turtle comparing pre-surgery (T0) and 2.5 h (T1) and 36 h (T2) post-surgery. (**A**) Venn diagram showing DE- miRNAs; (**B**) heat-map DE-miRNAs.

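Over all entries, the time points accounted for 7.80% of the squared distances between the 24 libraries on log2(CPM + 1), no more than random assignments of the libraries give (p = 0.799, permutation test, which takes no account of the turtle). In the comparison of T2 with T1, edgeR called 0 miRNAs at the adjusted limits (smallest adjusted p 0.858), as did DESeq2. At an unadjusted p of at most 0.05 and the same fold change limit, edgeR gave 14 miRNAs and DESeq2 gave 34. The smallest p-values of that comparison were those of the cpi, aca and ami entries of miR-187-5p, and all 8 T2 libraries were below the T1 median in each. cpi-mir-187-5p had 30.8 ± 19.0 CPM (SD, n = 8) at T1 and 9.28 ± 9.32 at T2, a log2 fold change of -1.62 (standard error 0.58, adjusted p = 0.858 by edgeR). miR-124-1-5p, which the heat map of Fig. 1B lists and Table 1 does not, had 3 counts on its cpi entry over all T0 libraries, 3 at T1 and 1 at T2, so that no difference was detectable. The entries with the highest mean CPM were the aca, cpi and oha entries of miR-148a-5p and the cpi and ami entries of miR-99a-3p. cpi-mir-148a-5p had 18406 ± 5047 CPM at T0, 22976 ± 5135 at T1 and 19938 ± 4015 at T2, and cpi-mir-99a-3p had 16290 ± 4056, 18950 ± 7252 and 21338 ± 6315. Neither differed between time points beyond the limits by edgeR, where the adjusted p of T1 against T0 was 0.647 for cpi-mir-148a-5p and 0.890 for cpi-mir-99a-3p.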

### Validation of DE-miRNAs: miR-203-5p and miR-499-3p are modulated after surgery

RT-qPCR validation was performed on the 8 sequenced samples and on a separate independent set of 6 samples at three time points. To validate the sequencing results, eight differentially expressed (DE)-miRNAs were selected. MiRNA levels were normalized to that of cel-miR-39, an artificial spike-in that was used as an internal control. Four (miR-92b-5p, miR-138-1-3p, miR-203-5p, and miR-499-3p) out of 8 selected miRNA targets were detected in plasma samples, among which only miR-203-5p and miR-499-3p were significantly differentially expressed over time. In details, miR-203-5p was down-expressed at 36 h post-surgery compared with pre-surgery (ratio_pre/36 h post_ = 4.3; *P* = 0.021); miR-499-3p was higher at 2.5 h post-surgery compared to pre-surgery (ratio_2.5post/pre_ = 21.9; *P* = 0.0007) and 36 h post-surgery (ratio_2.5 h post/36 h post_ = 2.9; *P* = 0.047), and 36 h post-surgery was overexpressed compared to pre-surgery (ratio_36 h post/pre_ = 7.5; *P* = 0.0007) (Fig. 2). The Cq of the other four miRNAs (miR-143-5p, miR-187-5p, miR-196-2-3p, and miR-218-2-3p) was ≥ 35, thus they were not quantified.

**Figure 2:**
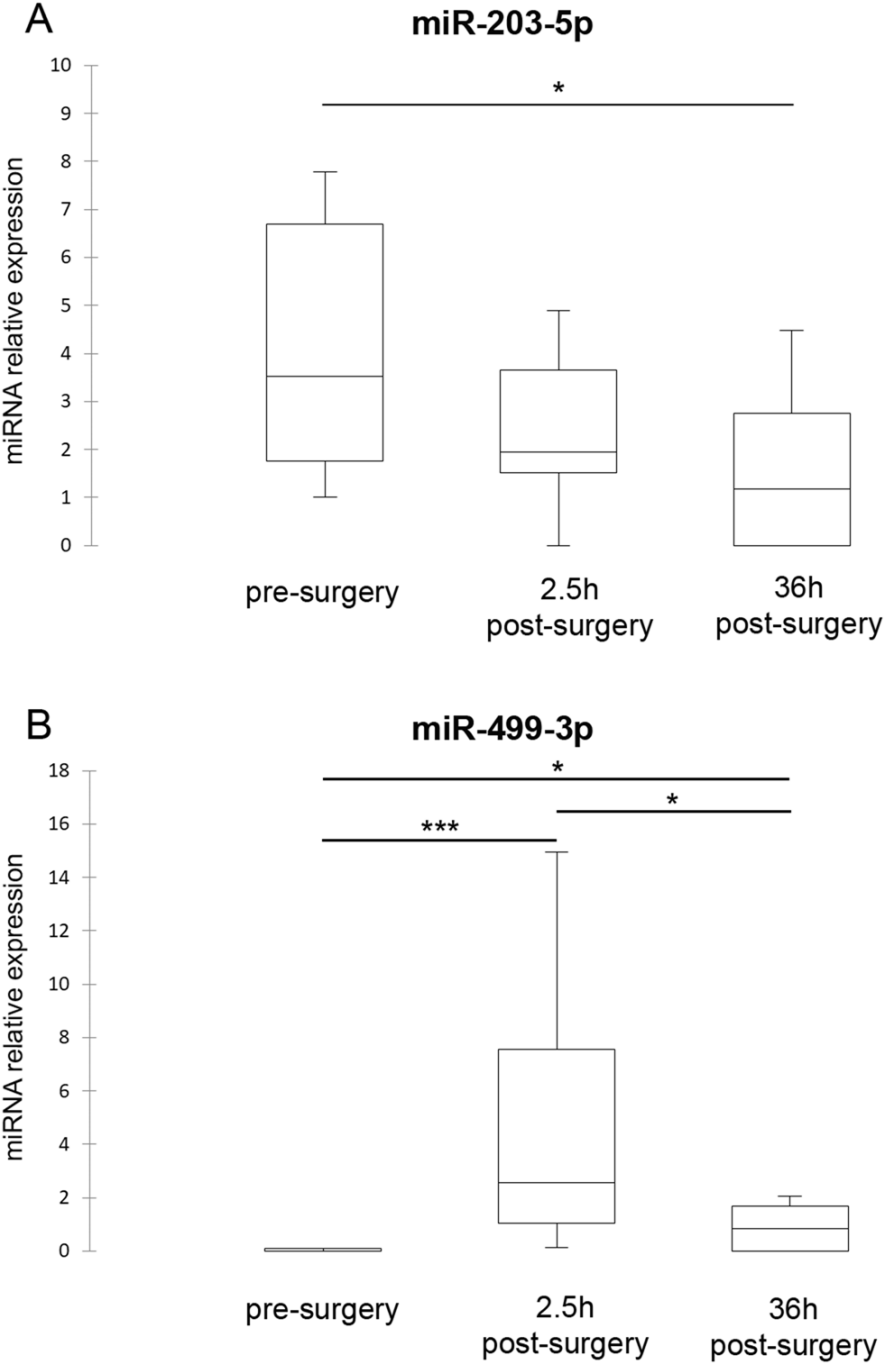
Box plots of DE-miRNAs pre- and 2.5 h and 36 h post-surgery. Significance was declared at *P* < 0.05 (*), *P* < 0.01 (**) and *P* < 0.001 (***). Black lines inside the boxes mark the medians.

### Diagnostic performance of circulating miR-203-5p and miR-499-3p

Since circulating miR-203-5p and miR-499-3p were differentially expressed over time, further analysis was performed on these miRNAs. To evaluate the diagnostic value, ROC curve analysis was performed and the associated area under the curve (AUC), where an area of 1 represents a perfect test and an area of 0.5 a worthless test, was used to confirm the diagnostic potency. The cut-off point was set to maximize the sum of sensitivity and specificity. The ability of miR-203-5p was fair in discriminating pre-surgery and 36 h post-surgery samples (AUC 0.7934; 95% CI 0.634–0.953) and poor for other time points (Fig. 3A). The ability of miR-499-3p was excellent in discriminating pre-surgery and 2.5 h post-surgery (AUC 0.944; 95% CI 0.944–0.944), and fair in discriminating pre-surgery and 36 h post-surgery (AUC 0.7292; 95% CI 0.729–0.729) and 2.5 h and 36 h post-surgery (AUC 0.7569; 95% CI 0.580–0.729) (Fig. 3B).

**Figure 3:**
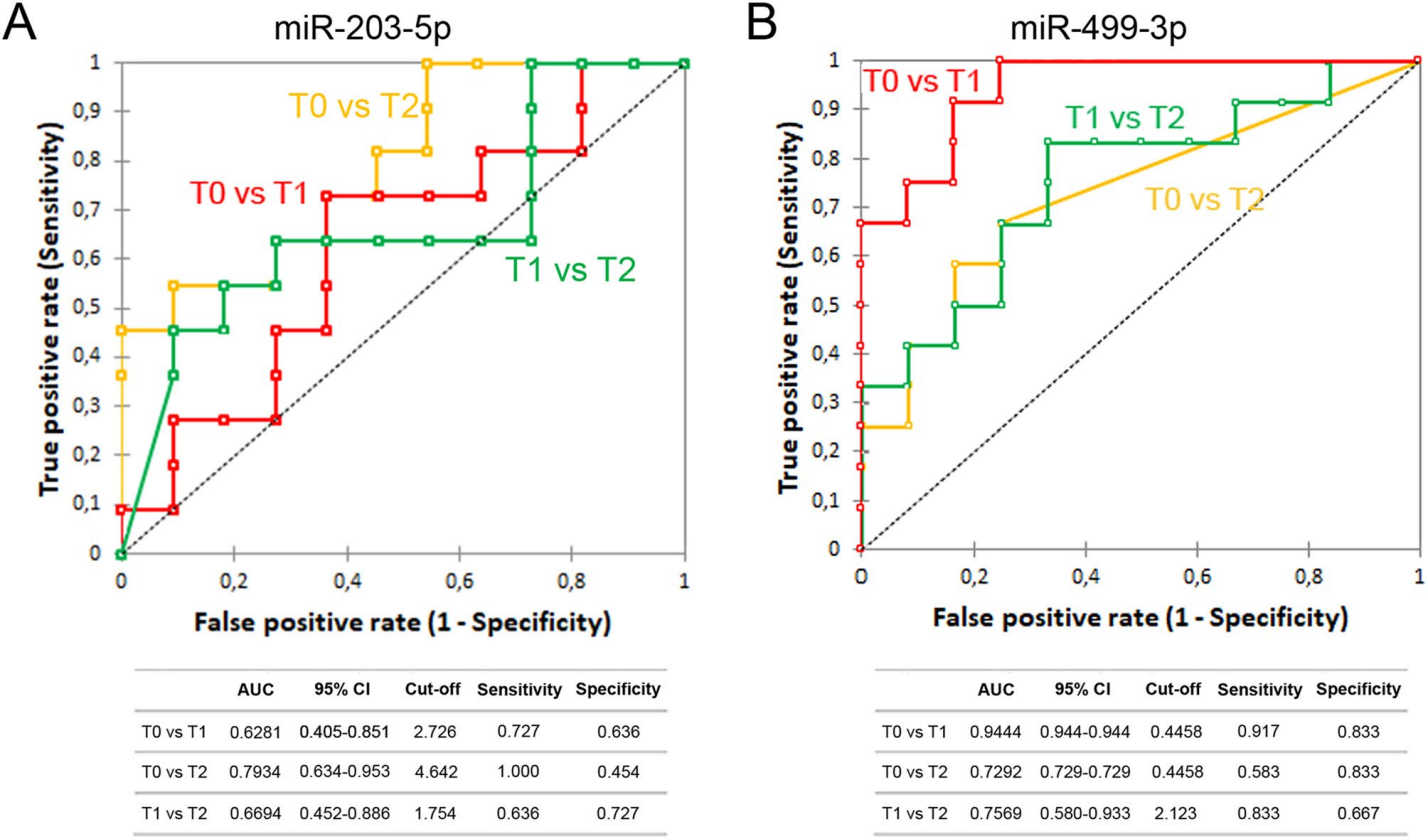
Receiver-operator characteristic (ROC) curve analysis of DE-miRNAs. AUC, area under the curve; CI, confidence interval. T0 = pre-surgery; T1 = 2.5 h post-surgery; T2 = 36 h post-surgery.

## Discussion

Novel biomarkers with high sensitivity and specificity are required for assessing the status of post-surgical animals. Emerging evidence suggests that miRNAs are promising stress- and pain-related markers with the advantage of high sensitivity and specificity in different animal species^28,29^. However, no investigations have been conducted on circulating miRNAs associated with post-surgical chelonians so far.

In the present study, prefemoral gonadectomy of female pond sliders (*Trachemys* *scripta*) has been selected as a surgical model, based on the hypothesis that it may affect plasma molecular markers. A multistep approach, using Next Generation Sequencing as a first step to identifying differentially expressed miRNAs in plasma at three-time points, then validating them by RT-qPCR on the sequenced samples and a separate independent set of samples, was adopted. Our results provided for the first time the evidence that (I) the expression level of circulating miRNAs changes in the plasma of pond sliders underwent surgical castration; (II) the expression level of miR-203-5p decreased 4.3-folds at 36 h post-surgery compared with pre-surgery level, and that of miR-499-3p increased 21.9-folds at 2.5 h post-surgery compared with pre-surgery and decreased to a level similar to that of pre-surgery at 36 h post-surgery; (III) diagnostic accuracy of miR-203-5p was fair in discriminating pre- and 36 h post-surgery animals and that of miR-499-3p was excellent in discriminating animals over time.

The successful purification of miRNAs from small volumes of biofluids, including plasma, is challenging, especially in turtles, for which, to the best of our knowledge, no investigations on circulating miRNAs have been previously performed. As previously reported^30,31^, miRNA recovery can be influenced by the isolation method and a careful selection of the RNA isolation method should be explored to identify the best approach for own samples. We compared two column-based commercially available kits developed for miRNAs extraction from biofluids and then we evaluated the qPCR performance using Cq values. The results showed that the A&A Biotechnology kit allowed us to obtain lower Cq values than the Qiagen kit; thus, we identified A&A Biotechnology kit to isolate miRNAs from the plasma of turtles. Sequencing data supplied a list of differentially abundant miRNAs but the validation step using RT-qPCR showed that the plasma miRNAs rate at three-time points was not statistically significant for 6 out of 8 miRNAs tested. The technical bias inherent in sequencing technologies may provide misshape results. A substantial distortion between miRNA levels in NGS data and true miRNA abundancy may occur using Illumina sequencing technology^32^, thus the validation step by qPCR is always advisable. Another issue concerns the analysis of miRNAs in plasma, which is more challenging than conventional intracellular miRNAs. The miRNAs library preparation from plasma suffers from two main critical issues: (i) lower number of miRNAs compared to the intracellular ones, and (ii) higher background due to the presence of degraded RNA fragments in the blood. Especially the contamination of fragmented unspecific RNA massively reduces the number of reads mappable on miRBase precursors. The protocols for preparing miRNAs’ libraries need high-quality total RNA to obtain high recovery of miRNA reads from intracellular total RNA. Unfortunately, when working with circulating miRNA it becomes impossible to avoid the contamination of fragmented unspecific RNA. To limit the impact of this issue on the number of identified miRNAs, our sequences were mapped to all saurian precursors miRNAs available in miRBase 22.0; nevertheless, the fraction of reads mapping represented only a very small part of the total sequenced reads.

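The cpi entries of the deposited table, each counted once, held 1190072 counts over the 8 libraries at T0, 1028100 at T1 and 1327574 at T2. Set against the paper's reads that passed quality control in Supplementary Table 1, these were 1.68% at T0, 1.89% at T1 and 2.05% at T2. The paper's own percentages of reads mapped to Chrysemys picta miRNAs in single samples lie between 0.55 and 13.19. Over all libraries, cpi entries took 25.3% of the counts, aca entries 25.1%, ami entries 23.8% and oha entries 24.2%. Another 1.53% were on 8 entries with the prefix mml, for rhesus macaque.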

Since few specific diagnostic tests are available and few drugs have been investigated in reptiles, dosages are most of the time empirically extrapolated without proper notions on their effectiveness, which is a particular concern for painkilling drugs, especially as it is harder to understand the welfare status of reptiles^33^. It has been recognized that reptiles are sentient, being able to feel emotion, pleasure, fear, stress, grief, and pain, as recently well summarized by Lambert and colleagues^34^. *Trachemys* *scripta* has been introduced in Europe from North America since the mid-‘80s. It has competitive advantages over native species such as the European pond turtle (*Emys* *orbicularis*), including lower age at maturity, higher fecundity, and larger adult body size^35^. Turtles may compete for food, egg-laying sites, or basking places, the best of which are occupied by *T.* *scripta*^35^, thus this species is included in the list of invasive alien species by the EU regulation 2016/1141. Official eradication programs have not yet been established. Surgical gonadectomy has been proposed as means for population control, but several obstacles limit successful discomfort recognition and treatment, such as subjectivity in pain assessment, and limited knowledge of analgesic efficacy^10,15,36^. Usually, discomfort in non-verbal patients is assessed by semi-objective scales, using both behavioral and physiological parameters believed to be correlated with a stressful or painful condition^10,12^; unfortunately, in reptiles, such parameters aren’t exclusive nor strongly correlated to discomfort^12^, requiring careful and often time-consuming evaluation. Thus, the identification of proper biomarkers to evaluate the chelonians’ status may support the clinical decision-making process. The here selected anesthetic protocol consisted of a combination of a benzodiazepine (midazolam), an α_2_-agonist (dexmedetomidine), a neuroactive steroid (alfaxalone), and a dissociative agent derived from phencyclidine (ketamine). Benzodiazepines and alfaxalone both act on inhibitory neurotransmitter gamma aminobutyric acid complex (GABA) receptors^37,38^: midazolam enhancing central and peripheral GABA_A_ receptors^39^, and alfaxalone acting on central GABA receptors^37^. Alpha-2 agonists are used in combination with other molecules for sedation and myorelaxation^40,41^, stimulating central and peripheral α_2_-adrenergic receptors decreasing excitability, and provide analgesia^42^; their effects can be antagonized with specific antagonists such as atipamezole^40^. Ketamine, acting as *N*-methyl-d-aspartate (NMDA) glutamate central and peripheral receptor antagonist, is a dissociative anesthetic drug frequently used in reptilian practice in combination with other drugs (multimodal anesthesia regimen) to reduce side effects and recovery time^13,40,43–45^. Ovariectomy in animals is a relatively standardized source of moderate soft tissue pain, making it suitable for clinical studies^46^. In the present study, for ethical reasons, it was decided to provide analgesic drugs, and since GABA-agonists do not display effective analgesic property, selected molecules for this purpose was dexmedetomidine and ketamine. Analgesic efficacy of ketamine and α_2_-agonist has been well demonstrated in mammalian practice^47^; in reptiles, such properties are still controversial, but indications are pointing to the potential use of α_2_-agonist as analgesic supplement^11–13,42,48–50^. The increase in miR-499-3p expression at T1 can be thus explained by the depletion of the activity of dexmedetomidine after reversal with atipamezole, while the decrease 36 h after surgery is likely correlated to the normal decrease of acute pain caused by the procedure. The absence/low level of discomfort at this time point could be confirmed by the fact that, even if the behavioral ethogram proposed by Kinney and co-workers^10^ was not applied, all the animals showed normal behavior and feeding 24 h after the surgery. The miR-203-5p can be considered as a "negative biomarker". Indeed, it is found in a considerable amount at pre-surgery, lowers at 2.5 h post-surgery, and becomes significantly lower (*P* = 0.021) at 36 h post-surgery compared to the pre-surgery level. Considering that no NSAIDs were administered in the post-operative period in this study, this negative biomarker could be influenced by surgery, inflammation, drugs, pain and, more in general, by stress and discomfort. Focusing on surgical inflammation, it usually refers to the initial physiological response to tissue damage. Acute inflammation begins within seconds to minutes following an injury to tissues and increases in the following hours^51^. The miR-203-5p production, high in normal conditions, may be suppressed by several factors, including the presence of pro-inflammatory molecules in post-surgical course. Further studies are necessary to explore and confirm this hypothesis, for example by the administration of NSAIDs to turtles in the post-operative period.

## Conclusions

To support the clinicians in the management of post-surgical chelonians, we explored the potential use of miRNAs as markers to assess and monitor the post-surgical status of turtles (*T.* *scripta*), demonstrating that miR-499-3p and miR-203-5p might be further explored as promising candidate biomarkers. MiR-499-3p and miR-203-5p are modulated after surgery, representing potential candidate biomarkers of chelonians’ discomfort. Nevertheless, the pathophysiological role played by miR-499-3p and miR-203-5p must be yet fully elucidated. Although this study has provided new and important insights, further experiments are required to identify and validate the specific elements these miRNAs are useful for measuring. Since the nucleotide sequence of miR-499-3p and miR-203-5p are not conserved between the turtle and human and other species for which potential target genes and functional information are available on public databases, Gene Ontology could not be carried out.

## Supplementary Information

Supplementary Information.

Supplementary Figure.

# Supplementary material for: Circulating miRNome of Trachemysscripta after elective gonadectomy under general anesthesia
**Source:** Sci Rep. 2021 Jul 19;11:14712. doi: 10.1038/s41598-021-94113-8
**Supplement:** Supplementary file 2 — Supplementary Figure.

Supplementary figure 1.

### Circulating miRNome of *Trachemys scripta* after elective gonadectomy under general anesthesia

Edoardo Bardi<sup>1</sup>, Stefano Brizzola<sup>1</sup>, Giuliano Ravasio<sup>1</sup>, Stefano Romussi<sup>1</sup>, Paola Dall'Ara<sup>1</sup>, Valentina Zamarian<sup>1</sup>, Maddalena Arigoni<sup>2</sup>, Raffaele Adolfo Calogero<sup>2</sup>, Cristina Lecchi<sup>1\*</sup>.

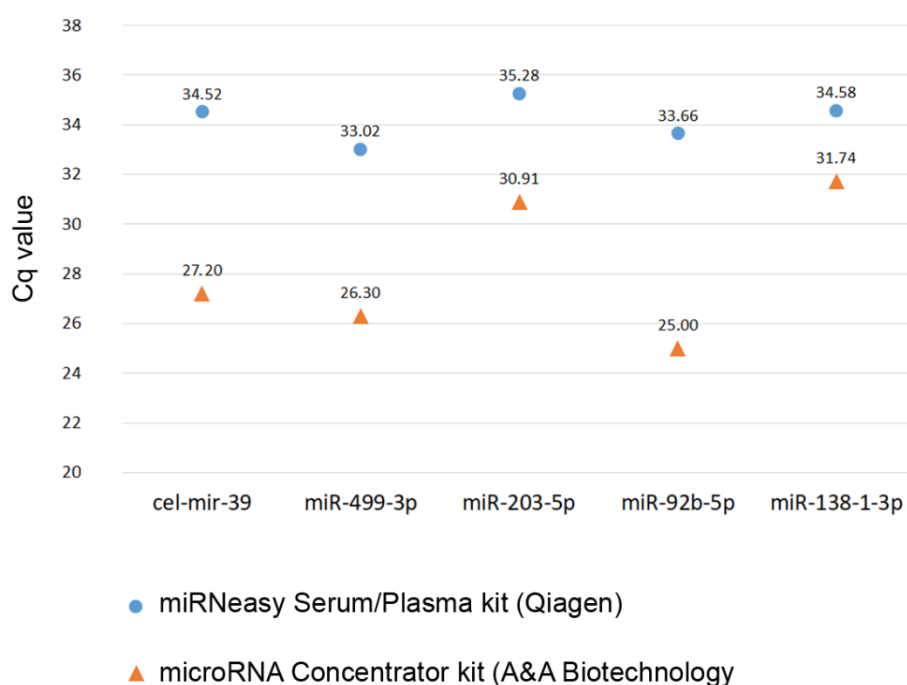

Supplementary figure 1. Evaluation of extraction kit performance. Cq values of DE-miRNAs at 2.5 h post-surgery quantified by RT-qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

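Small RNA of plasma from 8 female pond sliders was sequenced at 3 time points, 24 h before gonadectomy (T0), 2.5 h after it (T1) and 36 h after it (T2). Time points were taken from the labels of the 24 libraries. The labels do not name the turtle, and no library was assigned to a turtle from its values. The extraction protocol in the labels names another kit than the one the paper selected, and which kit made the sequenced RNA was not settled.

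The authors clipped adapters with Cutadapt, discarded reads shorter than 14 nt, and aligned the rest with BWA to the precursor miRNAs of the 4 saurian species in miRBase. They deposited whole-number counts of reads per mature miRNA entry and library, without normalization. Each of the 1994 entries stands in 2 rows with the same counts, which makes 3988 rows, and the same reads can be counted under several species. CPM over such totals is therefore not CPM over reads. The 1994 entries show 1883 distinct patterns of counts over the libraries, so some entries share one. No genome coordinates are given, since reads were mapped to precursor sequences and no coordinates of these miRNAs were used here. Among 276 pairs of libraries, 0 had identical counts, and Spearman's correlation over entries, which are not independent, ranged from 0.634 to 0.876.

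From these counts, edgeR (version 4.0.16 in R 4.3.3) normalized libraries by TMM, removed low counts with its filterByExpr function, which kept 690 entries in 1380 rows, and tested each pair of time points with its quasi-likelihood test in one model over all 24 libraries, with Benjamini-Hochberg adjustment over the rows kept. A miRNA was called at an adjusted p of at most 0.1 and an absolute log2 fold change of at least 1, the limits of the paper. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Distances and plots use log2(CPM + 1), a pseudocount of 1. Distances between libraries take CPM over the total of all rows without TMM. CPM of single entries are over the rows kept, scaled by TMM. Totals and areas under ROC curves were compared by two-sided exact permutation tests over the 12870 assignments of 8 libraries against 8. The separation of the time points used 99999 permutations. Lists of 5 kinds of miRNA families (muscle, red cell, white cell, liver and epithelial) were tested with camera of limma (version 3.58.1), which presets the correlation between entries. The scripts also used DESeq2 (version 1.42.0), sva (version 3.50.0), Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

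The miRNAs named were fixed by a rule written before the data were examined. It takes every miRNA of Table 1 and of the heat map of Fig. 1B, whose values in the paper had been seen, by the cpi entry or, where there is none, by the entry of another species. It adds, for each comparison, the entries past both limits, up to 10, or the 3 with the smallest p if none passes, and the 5 entries with the highest mean CPM. The main tests, the 5 lists and most alternatives were also fixed before the data were examined. So were the thinning of the T2 libraries, the white cell test and the comparisons with other assignments of the libraries. The other tests of explanations, for flagged libraries and for other observations, were chosen later, as those parts say. The following were also chosen after the data were seen. Calls are counted as distinct miRNA names, with entries and rows given once. Named entries that the filter removed take their values from the fit with no filter, namely aca-mir-5415-5p, aca-mir-5405-3p, cpi-mir-29a-1-3p, cpi-mir-196-2-3p, and the ami and oha entries of miR-138-1-3p. The aca entry stands for miR-138-1-3p. A log2 fold change was set against the value of the paper by its standard error. Testing 1 row per entry, DESeq2 with shrunken fold changes, and camera with an estimated correlation are also alternatives of this kind. Several DESeq2 settings were tried against Table 1 in exploration, and none gave its values.

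The alternatives tried were DESeq2 over 3 or 2 time points, edgeR over 2, DESeq2 size factors, no TMM, no filter, a filter of 10 counts in 8 libraries, cpi entries alone, counts summed over species, 1 surrogate variable, a robust fit, each library left out in turn, the lowest library of each time point left out, and other limits on p and fold change. Depth sets the precision. Total counts ranged from 45296 to 4085848, and T2 replicate t39 had 5837 counts on cpi entries. The common dispersion was 0.453. The fits were tested on simulated counts for 690 entries, 200 of them changed. The simulated entries were drawn independently with the common dispersion and no turtles, while real entries of a miRNA share reads over species. The rates below therefore need not hold for the real libraries. There, 29 of 100 splits for T1 against T0, the real one included, called at least 2 miRNAs by edgeR. For T1 against T0, edgeR recovered 98% of entries changed by a log2 fold change of 3, with 17 false among 213 calls, and 61.5% of those changed by 1.5, with 9 false among 132 calls. DESeq2 recovered 100%, with 30 false among 230 calls, and 69.5%, with 13 false among 152 calls. RT-qPCR data were not analysed here.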

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

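In each time point, the gap between the highest or lowest library and its nearest neighbour was divided by the range of the 8 libraries and set against Dixon's limit of 0.526. Of 72 groups, 9 had a library past the limit, where chance gives about 1 in 20. Entries of one miRNA under several species count the same reads, so these groups are not independent. Except for the thinning of the T2 libraries, the tests of this part were chosen only after the results were seen. The design gives no condition that differs between libraries of one time point, so no biological explanation was tested for a single library.

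T2 replicate t39 lay farthest from the other T2 libraries in mean distance on log2(CPM + 1), with a ratio of 0.715. It has the lowest total count, 45296. With every T2 library thinned to its total, the median ratio over 100 draws was 0.645 and 99 draws stayed past the limit, which argues against the low total as the whole cause. A sample that differed before sequencing stays open and was not tested.

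In the same library, cpi-mir-145-3p had 0 counts, and the ratio for this lowest value was 0.672. A Poisson count at the median level of the other T2 libraries would be 0 with a probability of 1.2e-06, and at their lowest level with a probability of 0.00743. In T0 replicate t52, the aca, oha and ami entries of miR-203-5p had 0 counts, with a ratio of 0.545 in each. At the median level of the other T0 libraries a Poisson count of aca-mir-203-5p would be 0 with a probability of 0.0280, and at their lowest level with a probability of 0.279. These probabilities set a single library against counting noise alone, while turtles also differ from each other. For both zeros, counting error at a low count therefore cannot be told apart from a low level in that plasma, and for t52 the 2 reference levels fall on both sides of 0.05.

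The cpi and ami entries of miR-99a-3p were lowest at T0 in replicate t37, with ratios of 0.645 and 0.647. A few miRNAs taking most of the counts of that library would lower its other abundant entries as well. Over the 50 cpi entries with the highest mean CPM, the median log2 difference of t37 from the other T0 libraries was 0.12 on library totals without TMM and 0.18 with TMM, while cpi-mir-99a-3p differed by -1.11. This argues against that explanation. Among the 50 entries, 9 were at least as low, so miR-99a-3p was not alone.

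cpi-mir-92b-5p was highest at T1 in replicate t32, at 429.1 CPM, with a ratio of 0.577. Without that library its log2 fold change of T1 against T0 was 1.54 and edgeR called 0 miRNAs. Reads shared with cpi-mir-92c-5p, a paralog, are a candidate explanation. On log2(CPM + 1), the 2 entries had a Pearson r of 0.723 over 24 libraries (permutation p = 6.0e-05) and a Spearman rho of 0.779 (permutation p = 2e-05). Without the 2 libraries farthest from the median of cpi-mir-92b-5p, r was 0.637. Within time points r was 0.194 at T0, 0.836 at T1 and 0.889 at T2, so the relation was not seen at T0. This was the only pair examined. In t32, cpi-mir-92b-5p had 425 counts and cpi-mir-92c-5p 106, so at most 106 were counted on both. Without all of these, 322.07 CPM would be left, against 86.2 in the next highest T1 library, and the ratio would be 0.528. This argues against reads shared with cpi-mir-92c-5p as the whole cause. A part of that size and a common change of both miRNAs stay open.

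ami-mir-1a-2-5p was highest at T1 in replicate t44, with a ratio of 0.530. Muscle RNA in that library may be the source. Of the other cpi muscle entries tested, 4 of 4 were highest at T1 in t44. cpi-mir-206-5p had 8465 CPM against at most 1357 in the other T1 libraries, while cpi-mir-499-3p was nearly tied, at 1182 against 1180 CPM. cpi-mir-133a-2-5p was close as well, at 81.6 against 74.4 CPM. Entries outside the muscle list, such as aca-mir-138-1-3p and cpi-mir-218-2-3p, were also highest at T1 in t44. Others, such as cpi-mir-143-5p and cpi-mir-187-5p, were highest in other T1 libraries. These values therefore do not single out muscle RNA. Whether such RNA came from the surgery or from blood sampling was not tested.

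Entries with the prefix mml, for rhesus macaque, hold 214597 counts, all on let-7, although the paper lists 4 saurian species. Reads of a sequence that the entry of another species also counts may explain them. Of the 8 entries named for rhesus macaque, 5 had the same counts as a saurian entry in every library, which are then reads of a sequence that another species' entry also counts. For the other 3 this stays open. Reads from another organism were not tested.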

How the results depend on the processing

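Testing 1 row per entry, DESeq2 with shrunken fold changes, and camera with an estimated correlation were chosen only after the results were seen. Causes were not tested unless stated. No paired analysis was run, because the labels and columns do not name the turtle. Libraries were not assigned to turtles by their order or totals, although totals on cpi entries lie close to the mapped reads of single turtles in Supplementary Table 1. The tests here therefore take no account of the repeated sampling of each turtle.

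For T1 against T0, edgeR called 2 miRNAs. The count was also 2 with DESeq2 size factors, a filter of 10 counts in 8 libraries, 1 surrogate variable, a robust fit, 1 row per entry, and no minimum fold change, and the same miRNAs were called each time. It was 5 by DESeq2 over 3 time points, 5 over 2, and 5 with shrunken fold changes. It was 1 on Chrysemys picta entries alone. It was 0 by edgeR over 2 time points, without TMM, with no filter on low counts, on counts summed over species, without the lowest library of each time point, and at an adjusted p of at most 0.05. At an unadjusted p of at most 0.05 it was 11. With each library left out in turn it ranged from 0 to 3, and it was 0 without T0 replicate t31, t34, t37, t43 or t46, T1 replicate t32, t38, t41 or t47, or T2 replicate t33, 1 without T1 replicate t53, and 3 without T0 replicate t49.

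For T2 against T0, edgeR called 0 miRNAs. DESeq2 called 1 over 3 time points, 2 over 2, and 1 with shrunken fold changes. The count was 1 by edgeR over 2 time points, 1 without TMM, 1 on Chrysemys picta entries alone, and 21 at an unadjusted p of at most 0.05. It ranged from 0 to 1 with each library left out, and was 1 without T1 replicate t32. For T2 against T1 the count was 0 in the 16 other alternatives and with each library left out, and 14 at an unadjusted p of at most 0.05. The overlap of the first 2 comparisons was 0, with these exceptions. It was 1 by DESeq2 over 3 time points, 1 with shrunken fold changes and 2 by DESeq2 over 2. It was 1 on Chrysemys picta entries and 5 at an unadjusted p.

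Of the log2 fold changes of named miRNAs that were refitted, 2 reversed. That of cpi-mir-499-3p for T2 against T1 went from -0.56 to 0.15 with 1 surrogate variable, and that of aca-mir-138-1-3p for T1 against T0 from 0.45 to -1.29 with 1 surrogate variable and to -0.27 without T1 replicate t44, and it was 0.67 without T0 replicate t40. Comparisons not given in the text were not refitted. The value of cpi-mir-29a-1-3p for T1 against T0 was 1.04 and became 4.62 on counts summed over species (adjusted p = 0.213), where 361 of the counts at T1 were on the aca entry in T1 replicate t41. Other scalings moved the median log2 fold change of all entries by less than 0.1. The totals and the separation of the time points, 11.5% by Bray-Curtis distance (permutation p = 0.182) and 7.89% on cpi entries (permutation p = 0.813), stayed without a difference.

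The area under the curve of miR-203-5p for T2 against T1 was 0.172 and became 0.234 without TMM, where the exact permutation p was 0.083.

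Most list results by camera did not hold. With fry, p became 0.446 (T1 against T0) and 0.351 (T2 against T1) for the muscle list, 0.121 (T1 against T0), 0.171 (T2 against T0) and 0.878 (T2 against T1) for the white cell list, 0.0994 (T1 against T0) and 0.166 (T2 against T0) for the liver list, and 0.185 (T1 against T0) and 0.0909 (T2 against T1) for the epithelial list. With the estimated correlation these became 0.569 and 0.443, 0.0778, 0.175 and 0.531, 0.222 and 0.223, and 0.341 and 0.164, in the same order. On Chrysemys picta entries, the muscle list had 0.151 (T1 against T0) and 0.0630 (T2 against T1), the white cell list 0.319 for T2 against T1, and the epithelial list 0.218 for T1 against T0. Fewer entries were tested there. The liver list for T2 against T1 stayed under 0.05 in each alternative.

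Depth limits the low entries. cpi-mir-203-5p had 64 counts over all T0 libraries and cpi-mir-196-2-3p had 13.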

Differences from the paper's values

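The paper reports 14 differentially expressed miRNAs, and edgeR called 2 over T1 against T0 and T2 against T0. None of the alternatives set before the data were examined came within 1.5 times of the paper's count. DESeq2 called 5 over 3 time points and 5 over 2, and an unadjusted p of at most 0.05 gave 27. For miRNAs of T1 against T0 alone, the paper's count is 9 and edgeR's is 2, and the unadjusted p, with 6, was the 1 alternative set before the data were examined that came within 1.5 times of it. For T2 against T0 alone, the paper's count is 2 and edgeR's is 0, and none did. The paper's count of shared miRNAs is 3 and edgeR's is 0. DESeq2 over the 2 time points compared, with 2 shared, came within 1.5 times of it, and none of the others set before the data were examined did.

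Of the 14 miRNAs of Table 1, edgeR called 2, DESeq2 over 3 time points 5 and the unadjusted p 9. For T1 against T0, both DESeq2 fits also called miR-143-5p and miR-145-3p. The fit over 3 time points added miR-499-3p and the fit over 2 added miR-218-2-3p. edgeR also called miR-143-5p without T0 replicate t49. For T2 against T0, miR-92b-5p was called by DESeq2 over 3 and over 2 time points, by edgeR over 2, without TMM, on cpi entries alone and without T1 replicate t32, and miR-145-3p by DESeq2 over 2 time points. The unadjusted p also gave miR-143-5p, miR-145-3p, miR-187-5p, miR-218-2-3p, miR-499-3p and miR-92c-5p at T1, and miR-138-1-3p, miR-145-3p, miR-499-3p, miR-92b-5p, miR-203-5p and miR-92c-5p at T2, the last 2 of which Table 1 lists for T1 alone. Table 1 heads its column P value, while the methods of the paper give an adjusted limit.

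Of 17 log2 fold changes of Table 1, counting the shared miRNAs in both comparisons, 17 had the sign of the paper's, 11 lay within the standard error, and 15 were larger. The standard error measures the spread between libraries, and the paper's values come from the same libraries. A value within it is therefore not shown to be reproduced, since a wide error takes in many values. The differences beyond the standard error follow. For mir-5415-5p at T1 the paper's value is 1.07 and the value here, from the fit with no filter, was 1.99. DESeq2 size factors (1.70), counts summed over species (1.78) and 1 surrogate variable (0.60) came within their error of the paper's, while DESeq2 over 3 time points and no TMM did not. For mir-196-2-3p at T2 the paper's value is 1.04 and the value here was 2.58, and no alternative over all libraries came within its error. For mir-145-3p the paper's value is 1.14 and the values here were 1.87 at T1 and 2.02 at T2. At T1, no TMM (1.57), counts summed over species (1.77) and 1 surrogate variable (1.62) came within their error, while DESeq2 over 3 time points and its size factors did not. At T2, 1 surrogate variable (1.41) did, and the 4 other alternatives over all libraries set before the data were examined did not. For mir-92b-5p the paper's value is 1.44 and the values here were 2.36 at T1 and 2.33 at T2, and no alternative over all libraries came within its error at either time. With each of the 24 libraries left out in turn, 7 fits came within their error of the paper's value for mir-5415-5p, 1 for mir-196-2-3p, 8 for mir-145-3p at T1 and 1 at T2 (1.64, without T2 replicate t51), and for mir-92b-5p 1 at T1 (1.54, without T1 replicate t32) and 1 at T2 (1.94, without T2 replicate t33). DESeq2 with shrunken fold changes, chosen after the values were seen, came within its error for mir-5415-5p (1.57) and for mir-145-3p at T1 (1.54), and does not call 9 of the 14 miRNAs.

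The heat map of Fig. 1B lists miR-124-1-5p, which Table 1 does not, and leaves out miR-125b-1-5p and miR-29a-1-3p. The cpi entry of miR-124-1-5p had at most 3 counts in any library.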

Other observations

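The tests of arm names, of the muscle, red cell, liver and epithelial lists as sources of RNA, and of lower total counts at T2 were chosen only after the results were seen, as was the estimated correlation for camera. The white cell test and the comparisons with other assignments of the libraries were not.

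Other assignments of the same libraries often gave as many calls as the time points did. Of 100 splits for T1 against T0, the real one included, 29 called at least 2 miRNAs at the adjusted limits and 72 gave at least 11 at the unadjusted p. At the unadjusted p, the numbers were 12 for T2 against T0 and 44 for T2 against T1. By these splits, chance cannot be excluded for any of these counts. The adjusted limits gave 0 calls in those 2 comparisons, which all 100 splits reach in any case, so the splits decide nothing there. The splits take no account of the turtle, which the labels do not name, and no splits within turtles were made. What a test within turtles would show therefore stays open. At the unadjusted p, 5 miRNAs were shared by T1 against T0 and T2 against T0, and 48 of 100 assignments of the 24 libraries, the real one and 99 random ones, gave as many, so sharing of that size can arise from the common T0 libraries without any change. The correlation of the 2 sets of log2 fold changes over entries, which are not independent, was 0.605, against a median of 0.507 in random assignments, and 71.7% had the same sign against 68.4%. For the 4 entries called at T1, the comparison of T2 with T1 tests the difference between the 2 times, and none passed the limits by edgeR. The log2 fold change of T2 against T1 was -0.03 for cpi-mir-92b-5p (adjusted p = 0.988 by edgeR). It was between -1.16 and -1.03 for the aca, oha and ami entries of miR-203-5p (adjusted p = 0.858 in each). A difference between T1 and T2 was therefore not established for these entries. Lower total counts at T2 would widen the standard errors there. Over the 690 entries tested, the standard error of T2 against T0 was a median of 1.0055 times that of T1 against T0, and between 1.00 and 1.03 times in the 4 entries called at T1. The exact permutation test of totals, T2 against T1, gave p = 0.834. This argues against lower totals as the cause. cpi-mir-92b-5p had nearly the same log2 fold change at both times, while that of aca-mir-203-5p was 2.06 at T1 and 1.02 at T2, with -1.04 for T2 against T1 (adjusted p = 0.858 by edgeR). The fit uses one dispersion for all time points, so a wider spread between T2 libraries would not show in these standard errors and stays open.

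miR-499-3p and miR-203-5p, which the study followed by RT-qPCR, were also examined as classifiers in these libraries, by their cpi entries. These libraries served to select both miRNAs, so the values are not independent evidence. For miR-499-3p the area under the ROC curve was 0.781 for T1 against T0 (exact permutation p = 0.0650, adjusted over 6 comparisons 0.0974), 0.875 for T2 against T0 (p = 0.0104, adjusted 0.0312) and 0.453 for T2 against T1 (p = 0.798, adjusted 0.798). For miR-203-5p it was 0.891 for T1 against T0 (exact permutation p = 0.00699, adjusted 0.0312), 0.75 for T2 against T0 (p = 0.105, adjusted 0.126) and 0.172 for T2 against T1 (p = 0.0281, adjusted 0.0563). The paper's RT-qPCR, on these 8 samples and 6 others, has miR-203-5p lower at 36 h than before surgery. The paper also describes it as lower at 2.5 h, and calls the change significant at 36 h alone. It detected miR-92b-5p, the other miRNA that edgeR called at T1, without a significant change. In these libraries cpi-mir-203-5p was above the T0 median in 6 of 8 libraries at T2, with a log2 fold change of 0.53 (standard error 0.56, adjusted p = 0.918 by edgeR), and in 8 of 8 at T1. The direction was thus the opposite of the paper's RT-qPCR at both times. This entry passed the limits by edgeR at neither time, while the aca, oha and ami entries passed at T1.

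Arm names may be exchanged between 5p and 3p in the entries without the miRBase mark. Only let-7 has entries of both kinds. Of 21 hairpins with the mark on both arms, 21 had more counts on 5p. Of 12 with the mark on neither, 12 had more on 3p. Of 21 with the mark on 1 arm, 4 had the same counts on both arms in every library and 10 had at least 95% of the higher arm's counts on the lower. Also, mml-let-7c-3p, with the mark, has the same counts in every library as ami-let-7c-1-5p, without it. The deposited table holds no sequences, so this is a hypothesis. It would concern every miRNA of Table 1, since 17 of 17 of these and the heat map's entries lack the mark.

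Lists of miRNA families were tested for RNA from muscle (27 entries), red cells (17), white cells (26), liver (15) and epithelium (22), as 15 tests with camera. The muscle list holds miR-499-3p and the epithelial list miR-203-5p, which the study picked from these libraries. Every cpi entry tested in the lists was also counted in plasma at T0. The camera p and, in brackets, the value adjusted over the 15 tests are given for each. At T1 against T0 the muscle list had 0.00851 (0.0142), with camera's direction up while its median log2 fold change was -1.01 and its mean -0.30. The red cell list had 0.435 (0.538). The white cell list was lower, with 1.0e-11 (7.7e-11), and the liver list, with 0.000676 (0.00169), and the epithelial list, with 0.00463 (0.00868), were higher. At T2 against T0 the muscle list had 0.601 (0.644), with camera's direction up while its median was -1.67, the red cell list 0.676 (0.676) and the epithelial list 0.466 (0.538). The white cell list was lower, with 3.4e-07 (1.7e-06), as was the liver list, with 0.000961 (0.00206). At T2 against T1 the muscle list was lower, with 0.000354 (0.00106), as were the liver list, with 5.7e-14 (8.5e-13), and the epithelial list, with 2.9e-05 (0.000107). The red cell list had 0.191 (0.261), and the white cell list 0.0201 (0.0301), up by camera while its median was -0.13.

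By fry, the test that would have to pass as well, p for T1 against T0 was 0.446 for muscle, 0.593 for red cells, 0.121 for white cells, 0.0994 for liver and 0.185 for epithelium. None of these sources could be told from no change, since camera and fry did not both pass. The liver list for T2 against T1 alone held under both fry (p = 0.00578, adjusted over 15 tests 0.0867) and an estimated correlation (p = 0.0105, adjusted 0.157), neither under 0.05 after adjustment. The most abundant cpi entry of that list, cpi-mir-122-3p, had 7260 ± 9508 CPM (SD, n = 8) at T0, 18478 ± 21795 at T1 and 5122 ± 5360 at T2. cpi-mir-206-5p, the cpi entry of the muscle list with the highest mean over all libraries, had 530 ± 450, 1438 ± 2866 and 602 ± 345 CPM. cpi-mir-451-3p of the red cell list had 3614 ± 2232, 4640 ± 4458 and 3264 ± 2265, cpi-mir-223-3p of the white cell list 955 ± 265, 856 ± 297 and 1006 ± 318, and cpi-mir-200b-5p of the epithelial list 115 ± 64.4, 132.7 ± 73.7 and 138 ± 88.0. In the muscle list, cpi-mir-1a-2-5p and cpi-mir-1a-1-5p had higher means at T0 than cpi-mir-206-5p, 846 and 830 CPM. For T1 against T0, the log2 fold changes of cpi-mir-206-5p and cpi-mir-499-3p were 1.44 and 1.96. Those of the cpi entries of miR-1a and miR-133a lay between -1.43 and -0.99.

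Of 100 splits, the real one included, a camera p as small was seen for T1 against T0 in 78 for muscle, 76 for red cells, 3 for white cells, 26 for liver and 37 for epithelium. At T2 against T0 these were 97, 81, 22, 15 and 80, and for T2 against T1 68, 70, 47, 6 and 15, in the same order. Before any adjustment, the share was under 0.05 for the white cell list at T1 alone. About 1 such share in 15 tests is near what chance gives, so chance cannot be excluded for that list over the 15 tests, nor for the others. These splits take no account of the turtle either.

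In Supplementary Table 1, by the paper's values, turtles 1 to 4 had 8.8 to 64.8% of reads passing quality control and 3.19 to 13.19% mapped, and turtles 5 to 8 had 70.1 to 96.3% and 0.55 to 3.22%. This division was noticed in the table, and no source used here names a batch. It was not entered in a model, because the labels of the libraries do not name the turtle. Sorted by size within each time point, the totals on cpi entries lie within 2.08% of the mapped reads that the table gives for each turtle. Such a match was not used to assign libraries to turtles, so no fit by turtle was run.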
